# The evolution of convex trade-offs enables the transition towards multicellularity

**DOI:** 10.1038/s41467-021-24503-z

**Published:** 2021-07-09

**Authors:** Joana P. Bernardes, Uwe John, Noemi Woltermann, Martha Valiadi, Ruben J. Hermann, Lutz Becks

**Keywords:** Evolutionary developmental biology, Experimental evolution

## Abstract

The evolutionary transition towards multicellular life often involves growth in groups of undifferentiated cells followed by differentiation into soma and germ-like cells. Theory predicts that germ soma differentiation is facilitated by a convex trade-off between survival and reproduction. However, this has never been tested and these transitions remain poorly understood at the ecological and genetic level. Here, we study the evolution of cell groups in ten isogenic lines of the unicellular green algae *Chlamydomonas reinhardtii* with prolonged exposure to a rotifer predator. We confirm that growth in cell groups is heritable and characterized by a convex trade-off curve between reproduction and survival. Identical mutations evolve in all cell group isolates; these are linked to survival and reducing associated cell costs. Overall, we show that just 500 generations of predator selection were sufficient to lead to a convex trade-off and incorporate evolved changes into the prey genome.

## Abstract (web summary)

Multicellularity is a major evolutionary transition that remains poorly characterized at the ecological and genetic level. Exposing unicellular green algae to a rotifer predator showed that just 500 generations of predator selection were sufficient to lead to a convex trade-off and incorporate evolved changes into the prey genome.

## Introduction

The transition from unicellular to multicellular life occurred multiple times independently among living species (~25–30 times)^1^. The initial evolutionary step involves the growth of undifferentiated cells in groups (hereafter: cell groups; for a review see, e.g., ref. ^2^). Previous work has described at least two mechanisms, as well as a combination, leading to the evolution of multicellularity: (1) aggregation of genetically diverged free-living cells like in cellular slime molds and Myxobacteria^3–5^ or (2) cellular adhesion of clones unable to fragment after cell division like in the *Chlamydomonas* green-algae^6–8^ or in *Saccharomyces* yeasts^9^. One condition under which the evolution of cell groups has been observed repeatedly, is in response to predation by filter feeders (e.g., unicellular eukaryotes and zooplankton^6,10–13^). Growth in cell groups increases handling time and/or decreases ingestion rates of the predator and thus survival of the cell groups, as larger cell groups are less frequently preyed upon. Increased survival in the presence of predators is, however, often associated with lower reproduction, due to lower resource uptake^14^, loss of motility when daughter cells do not separate after cell division^15,16^ and reduction of photosynthetic rate with increased sinking out of the euphotic zone^17–19^. In order to understand the conditions and constraints for the evolution of cell groups and subsequent steps towards multicellularity, with separation into soma cells (cell groups) and germ cells (single cells starting the next generation), we need to recognize the evolution of traits and their trade-offs in response to predation. This is because the trade-off between reproduction and defense against consumption by predators can determine the likelihood of the evolution towards multicellularity^20^.

The evolution of clonally derived cell groups in response to predation has been reported previously^6,21,22^, but the curvature of the trade-off (i.e., convex, linear or concave) has not yet been tested. The trade-off curvature is, however, important, because the shape of the trade-off curve can constrain adaptive responses to selection. Several studies highlighted the importance of the curvature of the trade-off curve^23^, for example, life-history trait evolution in general^24^, the evolution of defense in the presence/absence of coevolving predators^25^ and in the coexistence of species or genotypes^26^. For the evolution of multicellular life, no cell groups are expected to evolve when an increase in reproduction leads initially to only small changes in survival (Fig. 1a, dashed line = concave trade-off curve)^27^. The evolution of cell groups is, however, more likely when an increase in survival comes at a relative high cost of reproduction, where survival evolves first followed by an increase in reproduction (Fig. 1a, solid line; convex trade-off curve). The second step in the evolutionary transition toward multicellularity, the soma-germ separation, is more likely expected when the trade-off shifts towards convex curvature with increasing group size and when the fitness trade-off creates a covariance effect^20^. The covariance effect at the group level allows a higher group fitness compared to the average fitness of the component cells (soma and germ) and could thus lead to a situation where the benefits eventually outweigh the reproductive costs of cell groups.

**Fig. 1:**
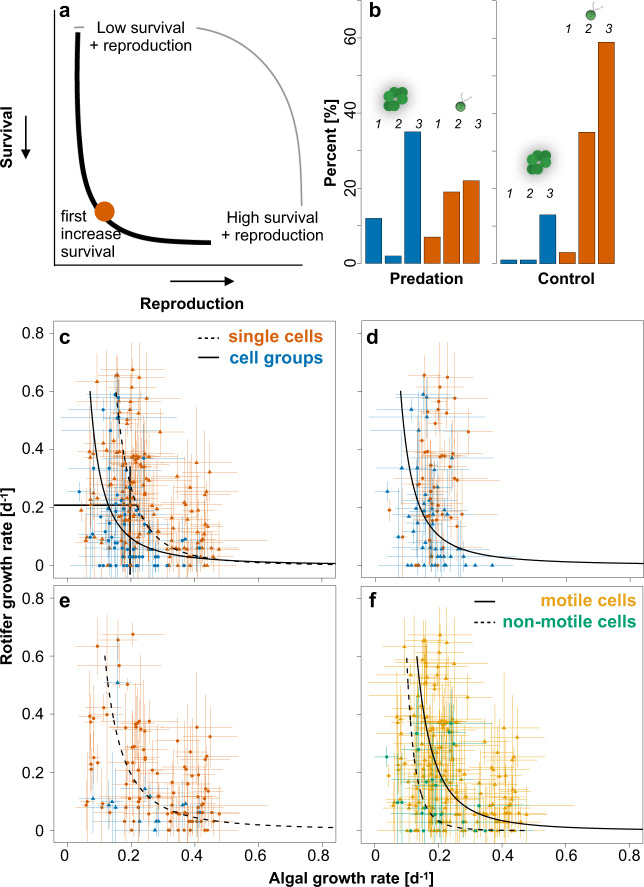
Selection by predatory rotifers lead to the evolution of cell groups with higher survival but lower growth rate of algae. **a** Conceptual framework for the evolution of clonal cell groups as a function of the trade-off between reproduction and survival. The convex curvature of the trade-off (increase in survival first) with the orange dot is the one predicted to select first for cell groups followed by the evolution of soma-germ specialization. The concave curve (increase in reproduction first) on the other hand, is predicted to select for fast growing single cells but no further steps towards multicellular life. Modified from ref. ^20^. **b** Frequency of clone morphologies of isolates classified into single cells (red) with the subcategories no-motile single cells (1), some motile single cells present (2), majority motile single cells (3), as well as into cell groups (blue) with the subcategories: groups with no single cells (1), groups with non-motile single cells (2) and groups with motile single cells (3). There were significantly more cell groups selected by predation. **c** Growth rates of algal isolates and rotifer growth rates when feeding on algal isolates (higher defense of algal isolated for lower rotifer growth rate = higher algal survival). Blue points show data for isolates in cell groups, red triangles for single cells. Black solid line represent predicted trade-off curve for cell groups, black dashed line for single cells (see main text). **d** Subset of data from **c** with isolated from the predation-treatment. **e** Subset of data from **c** with isolated from the predation-treatment. **f** The same data as in **c** but colors indicate motile (yellow) and non-motile single cells/cell groups (green). For **c**–**f** shown are means of three replicated measurements per isolate (arrow bars: standard deviation of replicated measurements per isolate) and only significant trade-off curves. For more details see main text. Source data are provided as a Source Data file.

Traits are often influenced by factors such as phylogenetic origin or cell size, which limit comparisons of trait distributions between related species and trait correlations^28^. Thus, trade-off curves are most informative when comparing estimates from intraspecific clones although clonality is in general not a requirement for the evolution of multicellularity^29^. Here, we use experimental evolution to evolve intraspecific trait diversity in ten cell lines representing distinct genotypes of the unicellular green-algae *Chlamydomonas reinhardti*. This allows us to examine phenotypic variation and assess the impact of genomic variants in parallel cultures, without confining selection to one genotype. By exposing each line to the predator *Brachionus calyciflorus*, we test for the likelihood of evolving growth in cell groups under predation. We then evaluate the costs associated with growing in cell groups and the form of a trade-off. Finally, we set out to identify the underlying genetic changes. Growth in groups of *C. reinhardtii* has been observed under a number of different conditions independent of the presence of consumers^21,30,31^. To account for this, we grow each strain of *C. reinhardtii* in both the presence and absence of the predator with all other experimental conditions remaining identical. After ~500 generations growing in the presence/absence of the predator, we isolate 8–12 algal clones from each selection line and classify the isolates into different morphotypes (motile single cells, non-motile single cells, motile and non-motile single cells, cell groups, cell groups and motile single cells, cell groups and non-motile single cells) and measure their survival and reproduction. All isolates are tested under standardized conditions and at least 20 generations after isolation from the selection experiment to ensure the phenotypes observed here are heritable. Further evidence for heritability comes from comparing the gene expression patterns of single cells and cell groups under different environmental conditions. Finally, we use whole-genome sequence information for nine pairs of evolved single cells and cell groups to identify shared mutations for the different morphotypes (single cells, cell groups) and develop a graphical model summarizing the genomic changes involved in increasing survival and its associated costs in cell groups of *C. reinhardtii*.

## Results

### Cell groups and trade-off

Exposure to predators led to an increase of algal cell groups with high survival, despite consequences for their reproduction. We found significantly more cell groups, where cells adhered to each other after cell division (Fig. S1), among the isolates from the predation lines compared to isolates from non-predation lines (predation 49 out of 97 algal clones tested, no predation 15 out of 112 tested morphotypes (Chi-square: *χ*^2^ = 26.07, *p* = 3.29*10^−7^; Fig. 1b)). With predation, all ten isogenic lines evolved groups, without predation only four out of ten lines. Growth in groups increased survival (i.e., rotifer growth rate was significantly reduced for cell groups; linear mixed effect model (LME) with strain as random effect: *F*_1,202_ = 6.40, *p* = 0.012; Fig. 1c and Fig. S2) but reduced average algal growth rate compared to single cells (LME: *F*_1,202_ = 15.82, *p* = 9.74*10^−5^; Fig. 1c).

After confirming the evolution of cell groups, we established the trade-off curvature for cell groups and single cells. We fitted a power law model of the form *y* = a*x^*b*^ to the data, where *y* is the algal growth rate, *x* is the rotifer growth rate, *b* the parameter determining the shape of the curve (for *b* < 0 convex, for *b* > 0 concave) and *a* is the minimum algal growth rate. For cell groups and single cells in both treatments, the shape parameter *b* is negative and significantly different from zero (single cells: *b* = −0.34 ± 0.1; df = 3, *F* = 97.7, *p* < 2.9*10^−16^; cell groups: *b* = −0.56 ± 0.24; df = 3, *F* = 37.7, *p* = 6.38*10^−8^; significant levels determined by model comparisons with and without exponent; Fig. 1c). This confirms the predicted convex trade-off between survival and reproduction. Nevertheless, the curves for single cells and cell groups differ, with cell groups having a stronger trade-off for reproduction and survival. For example, for a given level of survival (horizontal line in Fig. 1c), single cells have higher reproduction and for a given level of reproduction (vertical line in Fig. 1c), cell groups have a higher survival. When comparing the trade-off between cell groups and single cells within the two treatments, we found a significant trade-off only for cell groups for isolates from the predation lines (cell groups: *b* = −0.52 ± 0.28; df = 3, *F* = 21.33, *p* = 3*10^−5^; single cells: df = 3, *F* = 0.0128, *p* = 0.9105; Fig. 1d) and only for single cells in the no-predation lines (cell groups: too few points to fit model; single cells: *b* = −0.47 ± 0.12; df = 3, *F* = 108.07, *p* < 2.2*10^−16^; Fig. 1e). Potential costs for *Chlamydomonas* growing in cell groups include the potential for self-shading, deflagellation, loss of motility and/or sedimentation. Indeed, we found a significant lower frequency of swimming cells across all isolates growing in groups (*χ*^2^ = 6.85, df = 1, *p* = 0.009; Fig. 1b). Trade-off curves were also more convex for motile and non-motile isolates (motile: *b* = −0.39 ± 0.12; df = 3, *F* = 107.1, *p* < 2.9*10^−16^; non-motile: *b* = −0.24 ± 0.32; df = 3, *F* = 7.45, *p* = 0.013; significant levels determined by model comparisons with and without exponent, Fig. 1f), but non-motile isolates had a lower growth rate for similar survival rates.

### Gene expression patterns

We further tested the heritability of the evolved phenotypes by comparing the gene expression patterns for one-pair single cells from the no predation lines (majority motile single cells) and evolved cell group from the predation line (groups with no single cells) using RNA-seq of the wildtype strain cc1009 (Table S1). 

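The RNA-seq experiment compared 1 cell group isolate with 1 single cell isolate, both from selection lines started with the same strain. The isolates grew in chemostats for 10 days before the treatments began and for 5 days under them. The medium held 80 µM nitrogen in the control and rotifer treatments and 40 µM in the low-nitrogen treatment. The paper's methods give 18 chemostats in all, whereas the sample records give 9. RNA was pooled by treatment before sequencing, which left 6 libraries, 1 for each morphotype in each treatment. No condition had a replicate library, so the 3 treatments stood as the replicates of each morphotype, and the spread among them holds effects of the treatments as well as measurement error. With 1 isolate per morphotype, a difference between morphotypes is a difference between these 2 isolates. The authors mapped the reads with hisat2, counted them per gene with HTSeq and deposited the counts without normalization. The reads counted on genes numbered 9054895 in control, 6275095 in rotifer and 8301199 in low nitrogen for single cells. They numbered 7881116 in control, 5453218 in rotifer and 7475062 in low nitrogen for cell groups. Within each morphotype the rotifer library was the smallest, and a floor of 3 counts corresponded to between 0.331 and 0.550 CPM (counts scaled to library size) across the libraries. These floors cover counting error only. For the comparisons of expression, libraries were scaled by the trimmed mean of M-values (TMM), and the log2 of CPM plus 0.5 was fitted gene by gene with limma. The fits covered the 14136 genes that reached 1.30 CPM in at least 3 libraries and 15 counts over all libraries. The pseudocount of 0.5 holds log2 fold changes of weakly expressed genes closer to 0.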

We grew isolates under different environmental conditions in replicated chemostats (continuous culture systems, *n* = 3 per condition): with predation by rotifers (+R), with reduced nitrogen concentration to resemble low-resource conditions (–N; we halved the concentration of N to 40 µM) or without any of the two stressors that the populations experienced in the selection experiment (control C). After 5 days in these conditions, we harvested the algae from the chemostats and determined population sizes and cell groups (Fig. S3). We correlated the normalized transcriptome counts using the Spearman rank method. Overall, cell groups displayed a more characteristic, i.e., less variable, transcription profile independent of the environmental conditions as we found higher correlation scores between treatments (average rho = 0.97) growing in cell groups than single cells (average rho = 0.93, Fig. 2a). 

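Spearman's rho was computed across all genes of the count table for each pair of libraries, and scaling a library by 1 factor leaves it unchanged. Among cell groups, rho was 0.974 between control and rotifer, 0.967 between control and low nitrogen, and 0.960 between rotifer and low nitrogen. Among single cells, the same pairs had a rho of 0.908, 0.920 and 0.960. The mean rho was 0.967 within cell groups, 0.929 within single cells and 0.905 between the morphotypes. Pairs between the morphotypes ran from 0.879 to 0.927, so the highest lay above the 0.920 between control and low nitrogen of single cells. These correlations are across genes, which are not independent replicates. The mean within cell groups exceeded that within single cells by 0.0378 (two-sided exact permutation test over the 20 ways to choose 3 of the 6 libraries, p = 0.2, where the smallest possible p is 0.1). Leaving out the control library of single cells moved this difference most, to 0.00680. That value sets 1 pair of single cells against the mean of all 3 pairs of cell groups. For the pair of rotifer and low nitrogen alone, cell groups exceeded single cells by 2.83e-05. The spread of each tested gene was taken as the SD of log2(CPM + 1) over the 3 treatments. Its median was 0.400 in single cells and 0.287 in cell groups, a ratio of 1.39 (two-sided exact permutation test, p = 0.1, the smallest the 6 libraries allow). In the permutation tests of rho and of the spread, all assignments but the real split mix the morphotypes. The difference between morphotypes then enters their values, so neither p tests the variability over treatments alone. The SD was higher in single cells for 65.2% of the tested genes. With the control libraries of both morphotypes omitted, so that each SD was over the same remaining treatments, the ratio was 1.10. It was 1.41 with both rotifer libraries omitted and 1.75 with both low-nitrogen libraries omitted. From the higher correlations between treatments among cell groups, the paper concludes that their transcription profile was less variable across the environmental conditions.

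**Figure D1:**
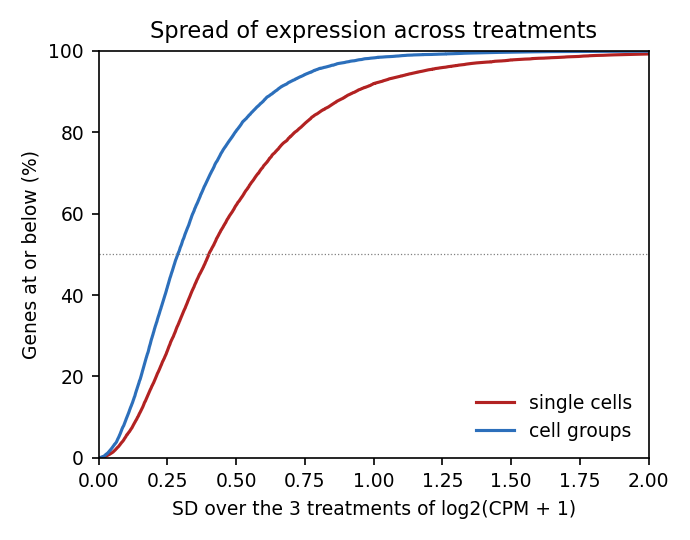
Cumulative share of the tested genes (vertical axis, %) at or below each SD of log2(CPM + 1) over the 3 treatments (horizontal axis), with 1 line per morphotype and a dotted line at 50%. The median SD is 0.400 in single cells and 0.287 in cell groups, and the horizontal axis ends at an SD of 2.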

The differences between cell groups and single cells were additionally supported by the distance separating the two groups in a nonmetric multi-dimensional scaling (MDS), with cell groups showing higher similarities than single cells (Fig. 2b).

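Euclidean distances between libraries were computed over all genes on the log2 of the normalized count plus 1, and classical MDS was applied to them. The mean distance was 168.7 between a cell group library and a single cell library, 107.4 within cell groups and 147.0 within single cells. Distances among cell groups ran from 97.6 between control and rotifer to 116.2 between rotifer and low nitrogen. Among single cells, control lay 170.1 from rotifer and 157.2 from low nitrogen, whereas rotifer and low nitrogen lay 113.6 apart. Distances between the morphotypes ran from 149.3 to 188.7. The rotifer and low-nitrogen libraries of single cells lay closer to the control library of cell groups, at 159.3 and 149.3, than to their own control. The distances within and between morphotypes therefore overlapped. The mean distance between morphotypes exceeded the mean distance within them by 41.5 (one-sided exact permutation test over the 10 splits of the libraries into 3 and 3, p = 0.1, the smallest this design allows). The first MDS axis held 44.1% of the variation and parted the morphotypes, with cell groups between 58.3 and 74.8 and single cells between -82.5 and -53.5. The second axis held 26.4% and set the control library of single cells, at 94.4, apart from rotifer at -69.5 and low nitrogen at -42.6 of the same morphotype.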

**Fig. 2:**
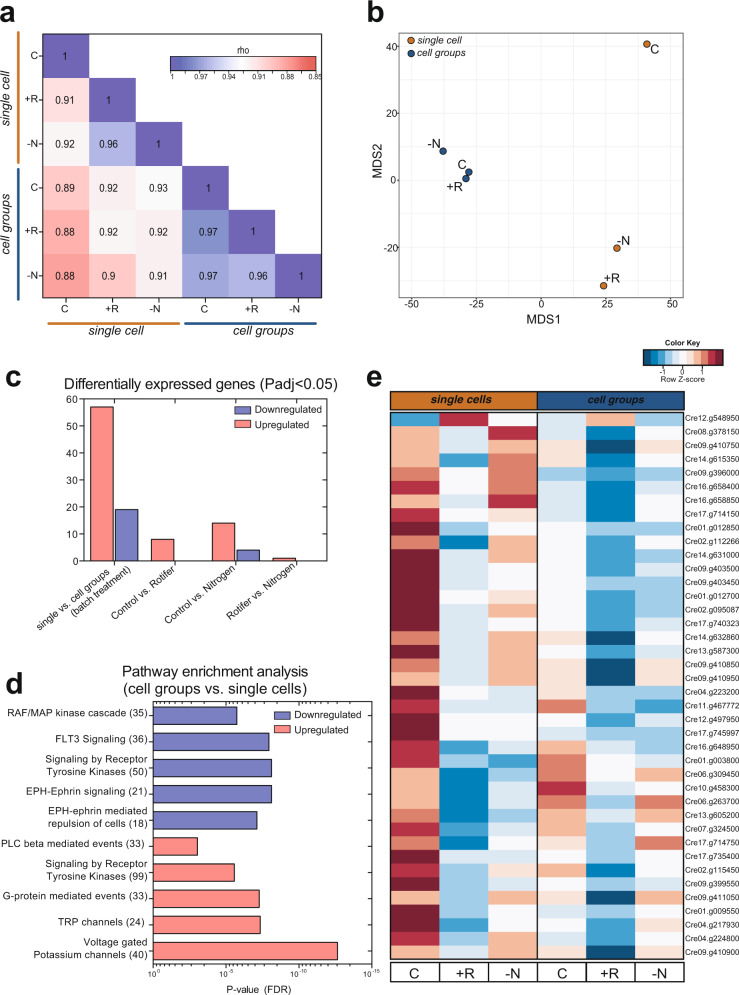
Heritable transcriptome of single cells and cell groups. **a** Spearman correlation plot and **b** MDS analysis of algal transcription profiles for single cells (red) and cell groups (blue) clones separated by control (C), rotifer predation (+R) and, low-nitrogen (-N) treatments. **c** Plot depicting differentially expressed genes for multiple comparisons. **d** Significantly enriched pathways in based on the differentially expressed genes of discovered for cell groups and **e** heatmap referring to the top40 differentially expressed genes between cell groups and single cell clones. Source data are provided as a Source Data file (**c**).

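The 40 gene identifiers of Fig. 2e were read by eye from the figure and looked up in the count table, where all 40 were found and tested. Counts were compared between morphotypes with treatment as a covariate. In this comparison 10 of the 40 genes had an adjusted p under 0.05, all 10 lower in cell groups, and 24 passed when adjusted over the 40 genes alone, a choice made after seeing the data. Without the treatment covariate 1 gene passed. Ranked by p among all tested genes, the best of the 40 stood at rank 59 and their median rank was 2471. The expression of 39 of the 40 genes was higher in control than in rotifer in both morphotypes. The control library of single cells had the highest expression of the 6 libraries for 30 of the genes, and the rotifer library of cell groups had the lowest for 25. Over the 40 genes, the median log2(CPM + 0.5) was 6.70 in control, 3.93 in rotifer and 4.94 in low nitrogen for single cells. For cell groups it was 5.42 in control, 3.19 in rotifer and 4.90 in low nitrogen.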

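Expression was compared between cell groups and single cells over all 6 libraries with treatment as a covariate (limma with a mean-variance trend, Benjamini-Hochberg adjustment). An adjusted p under 0.05 was reached by 1246 genes, of which 772 were higher and 474 lower in cell groups, or 8.81% of the tested genes. Their median absolute log2 fold change was 1.82, and 1237 of them differed at least 2-fold. Leaving out each library in turn moved the count most, from 299 without the rotifer library of cell groups to 2233 without the control library of cell groups. Without the rotifer or control library of single cells it was 333 or 1934. With treatment as a covariate, a library left alone in its treatment adds nothing to the difference between morphotypes. Each of these fits therefore leaves out a whole treatment from that difference, not the effect of 1 library. Without the treatment covariate 1192 genes passed, 765 higher and 427 lower. Among the genes with an adjusted p under 0.05 and the same direction in every treatment, those with the largest log2 fold changes in each direction are given by their identifiers, since the gene table used here does not pair these with gene names. Cre02.g099350 had 38, 30 and 25 counts in single cells and 2783, 2241 and 4503 in cell groups under control, rotifer and low nitrogen, a log2 fold change of 6.63 (standard error 0.29, adjusted p = 0.000520). Cre06.g285600 had no counts in single cells and 369, 211 and 399 in cell groups (adjusted p = 0.000631), at least 115-fold higher when set against the floor. Cre12.g551353 had 2926, 1015 and 2036 counts in single cells and none in cell groups (adjusted p = 0.000208), at least 541-fold lower. Cre12.g551352 had 839, 209 and 148 counts in single cells and none in cell groups (adjusted p = 0.00159), at least 106-fold lower. The folds against the floor set the mean CPM over the treatments against the mean floor, so they are not bounds for each treatment. In single cells Cre12.g551352 had 86.6 CPM in control and 17.4 in low nitrogen. Treatments were also compared with each other, each with 2 libraries. No gene passed an adjusted p of 0.05 between rotifer and control, between low nitrogen and control or between low nitrogen and rotifer, while 392, 269 and 276 genes had an unadjusted p under 0.05. These numbers lie below the share of 0.05 of the tested genes that chance alone would give. The fit without a covariate leaves the difference between morphotypes in the residual spread. With morphotype as a covariate there were again 0 genes in each comparison, and 1137, 833 and 940 genes at an unadjusted p under 0.05, above that share. The lowest adjusted p from limma was then 0.0883, 0.813 and 0.381. The log2 fold changes of rotifer against control in single cells and in cell groups had a Pearson r of 0.118 across genes, and those of low nitrogen against control an r of 0.00713. A change of at least 2-fold under rotifers was seen for 3784 genes in single cells and 1129 in cell groups, 320 of them in the same direction in both and 210 in opposite directions. Under low nitrogen the numbers were 3111 and 1529, with 320 in the same direction and 317 in opposite directions. These treatment values come from 1 library each and carry no test. Within a morphotype both changes are taken against the same control library, so they are not separate signs of a response. In single cells this control lay at distances of 170.1 from rotifer and 157.2 from low nitrogen. Rotifer and low nitrogen lay 113.6 apart in single cells and 116.2 in cell groups.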

Transcriptome differences between cell groups and single cells revealed 76 differentially expressed genes (57 upregulated and 19 downregulated in cell group algae, batch corrected for the treatments) across treatments (Fig. 2c). We focused on the genes that were differentially expressed between cell groups and single cells, separated them into genes that were down- or upregulated in cell groups and identified an enrichment for the following pathways (pathway enrichment based on protein identity and FDR-based analysis; Fig. 2d): genes that were downregulated in cell groups were enriched for RAF/MAP kinase cascade, FLT3 signaling, signaling by receptor tyrosine kinases and EPH-Ephrin signaling, and upregulated genes for voltage gated potassium channels, TRP channel, G-protein mediated events, signaling by receptor tyrosine kinases and PLC beta mediated events.

We further compared the differentially expressed genes to a recent study with *C. reinhardtii* and rotifers^32^ looking at the gene expression over time (3, 6, 9, 12, and 48 h) of an evolved isolate that is characterized by unicellular propagules from which multicellular clusters grow. Specifically, we compared differentially expressed genes from ref. ^32^ detected for each life cycle phase (growth lag-phase → unicellular propagule → multicellular cluster) to our dataset of differential expressed genes identified in cell groups when compared with single cells. We found fewer genes in common between the lag-phase of the life cycle (3 h) and identified in our cell group selection (352 genes), while several more genes were in common at the life cycle phase of development of multicellular clusters (686 genes at 12 h and 731 genes at 48 h). In total there were 174 genes that were differentially expressed both in cell groups in our dataset and in all multicellular induction phases in ref. ^32^; 64 of those genes were downregulated and 110 upregulated in cell groups and throughout the multicellular phases while 110 were upregulated in cell groups and throughout the multicellular phases (see gene list Supplementary Data 1).

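Of the 174 genes marked in the paper's Supplementary Data 1 as shared with the earlier study, 172 passed the count filter here. In the comparison of cell groups with single cells without a treatment covariate, 109 of them were higher and 63 lower in cell groups. All 172 had the direction that the paper's supplementary table lists. An adjusted p under 0.05 over all tested genes was reached by 118, of which 85 were higher and 33 lower. Adjusted over the list alone, a choice made after seeing the data, 168 passed, 109 higher and 59 lower. The list consists of the paper's own calls on the same libraries, so these counts are no independent test of it. Log2 fold changes over the list ran from -4.72 to 5.64.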

### Functional genomic changes

To identify genomic changes that are potentially involved in growth in cell groups and the trade-offs, we whole-genome sequenced one-pair of isolated algal clones growing in groups from the predation lines and as single cells from the non-predation lines from nine isogenic strains (total nine isolates in cell groups, nine single-celled; see Table S2 for morphology; isolates from cc2531 were not included due to insufficient DNA quality for sequencing). We identified positions along the genome that contained variants (single-nucleotide polymorphism: SNPs and small indels) compared to the reference genome^33^. As we compared all isolates to the same reference genome, we cannot distinguish whether a variant evolved de-novo in the cell groups or in the single cells. We found a total number of 156,872 ± 84,970 variants for cell groups and 154,314 ± 47,240 variants for single cells. We categorized these as: common in all clones, unique to cell groups and unique to single cells. A higher number of these was shared across cell groups (181; Supplementary Data 2) than across single cells (83). 59 variants unique to the cell groups were in coding regions (single cells: 23) with 24 being predicted to lead to an amino-acid change (single cells: 12). Variants in the 3’ and 5’ regions with amino-acid change, possibly involved in gene regulation, were rather similar shared in the cell groups (3’prime: 13, 5’prime: 15) than in single cells (3’prime: 21, 5’prime: 7).

Five of the shared variants with amino-acid changes from the isolated cell groups were within the gene *DUF3707* (Cre01.g049826, Cre06.g290676). This gene belongs to the family of pherophorins, which are extracellular matrix glycoproteins. Other mutations were found in genes encoding for other glycoproteins (Cre10.g431050), proteins involved in excretion (Cre06.g290676), and a 5’ region regulating genes for extracellular matrix proteins (Cre12.g522650). Mutations in genes coding for proteins associated with nutrient uptake (Cre12.g491600), cytosolic viscosity (Cre06.g266300) and 3’ regions for genes involved in the stress response to CO_2_ stress (Cre10.g452800) are possible responses to the costs of growing in cell groups. All other variants with predicted amino-acid changes were found in genes, 3’ or 5’ regions that deal with protein and transcription regulation, but these functions were not unique to variants in isolates growing in cell groups. We further analyzed the variants of interest by comparing their transcript expression between single cells and cell groups. 

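The variants of interest lie in 21 genes, taken from the list of amino-acid changes shared by the cell group isolates and from the genes named in the text. Of these, 19 had enough counts to be tested in the comparison of cell groups with single cells with treatment as a covariate. The median absolute log2 fold change of the 19 genes was 0.26, which stood at percentile 7.33 among 10000 random lists matched on expression. The same direction in all 3 treatments was seen for 6 of them, and 5 had an unadjusted p under 0.05. After adjustment over all tested genes 1 gene was under 0.05, and after adjustment over the list alone it was again 1 gene. This gene was Cre01.g049826, 1 of the genes the paper assigns to DUF3707. It had 401, 522 and 347 counts in single cells and 1383, 1633 and 1282 in cell groups under control, rotifer and low nitrogen. Its log2 fold change was 1.93 (standard error 0.23, adjusted p = 0.00514, adjusted within the list 0.00142), with 2.14, 1.74 and 1.91 in the respective treatments. Cre12.g522650 had a log2 fold change of -0.26 (standard error 0.27, adjusted p = 0.591) and Cre06.g266300 of 0.38 (standard error 0.24, adjusted p = 0.355). For Cre12.g491600 it was 0.09 (standard error 0.34, adjusted p = 0.905), with a sign that changed when some of the libraries were left out. Cre10.g452800 had a log2 fold change of -1.69 (standard error 0.61, adjusted p = 0.136). Its counts in single cells were 187 in control, 1411 in rotifer and 915 in low nitrogen, against 150, 110 and 297 in cell groups. With the control library of either morphotype left out, the adjusted p of Cre10.g452800 was 0.0104 or 0.00323, within a range of 0.00323 to 0.458 over the settings tried. Both fits leave control out of the contrast between morphotypes, so they are not separate results. Cre06.g290676 had between 0 and 12 counts per library and Cre10.g431050 between 4 and 28, and neither passed the count filter of this comparison.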

There were no significant differences between the two groups (Fig. S4), however, we cannot discard the cumulative effect of small expression changes.

## Discussion

One of the central steps in the evolution towards multicellularity is the differentiation of somatic and germ cells whereby the cells of the body (soma cells; cell group) must play an ecological role (e.g., predation avoidance, motility that increases access to resources) while simultaneously initiating the next generation of bodies (germ-like cells; single cell). The differentiation into germ and soma cells can be favored due to an inherent fitness trade-off between survival and fecundity^34^. Theoretical work analyzing this trade-off showed that the survival-fecundity trade-off could lead to the separation of soma and germ cells when the costs of increasing cell group sizes become larger than the benefits of being in cell groups or aggregates^27,34^. Here, we tested experimentally the evolution of growth in cell groups by evolving populations of the unicellular *C. reinhardtii* in different environments, characterizing their phenotypes and finding mutations that are likely involved in the observed phenotypes. Specifically, we checked for the curvature of the trade-off between survival in the presence and absence of a predator and reproduction of the algal cells, as the curvature is predicted to determine the likelihood that cell groups can evolve further to specialize into soma and germ line cells^20^. We found that isolates of algal clones that were selected under rotifer predation were more likely to grow as cell groups and displayed a decrease in growth rate and increase in the defense level against consumption by the predator, i.e., survival. We found a convex trade-off curve between reproduction and survival as predicted. The majority of cell groups we observed were growing as groups and they had increased survival in the presence of a predator. We found a smaller percentage of isolates that grew as a mix of groups and single cells, but it is unclear whether these represent different life stages of a cell group or parts of cell groups as observed in other studies^8,32^. As we focus in our study on the curvature of the trade-off curve, our experimental environments were not designed for testing for ecological scaffolding and separating fitness benefits of the soma (cell group) and germ cell-like cells (single cells)^35–37^. Whether these mixed isolates would provide a fitness benefit in environments where selection for germ and soma are temporally and/or spatially separated or whether the fitness of the group is larger than the average fitness of the germ and soma cells^20^, needs further investigations. The observed lower growth rate for a given survival rate of non-motile cells compared to motile cells and selection in static cultures in our experiments suggest that motility could be beneficial for accessing nutrients in the planktonic phase and/or access to light.

*C. reinhardtii* probably never had a multicellular ancestor and resembles the unicellular ancestor of the volvocales^38^, making it the best candidate species for our experiments. The volvocine algae encompass a continuum of transitional types towards multicellularity ranging from a unicellular lifestyle (*C. reinhardtii*), to life in cell groups (*Gonium pectorale, Pandorina morum*), to a multicellular lifestyle with a developmental program, partial and full soma-germ differentiation and an increased extracellular matrix *(Pleodorina starrii, Volvox carteri*). In our experiment, *C. reinhardtii* evolved to grow in groups, where cells embedded in an extracellular matrix and daughter cells fail to separate fully after cell division. It is possible that cells were kept together by the extracellular matrix or failure of the cell septum to form. The observed genomic changes suggest the former (see below and Fig. 3) but further analyses are required to identify the underlying mechanism. The difference in gene expression between cell groups and single cells was prevalent, and independent of the environment. Indeed, we found common expression changes between cell groups and those previously described when transition to multicellularity life cycle was induced^31^, hinting to potential commonalities in impacted metabolic pathways. 

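The difference between morphotypes was also computed within each treatment, as the log2 fold change of the cell group library against the single cell library. Across the tested genes, the log2 fold changes in control had a Pearson r of 0.457 with those under rotifers and of 0.466 with those under low nitrogen. Rotifer and low nitrogen had an r of 0.687. Each pair of treatments comes from different libraries, but genes are not independent replicates and these r carry no test. At least a 2-fold difference was seen for 4033 genes in control, 3671 under rotifers and 3780 under low nitrogen. The direction was the same in all 3 treatments for 6720 genes, or 47.5% of those tested, where 25% would be reached by chance. For 4327 genes, or 30.6%, the expression values of the morphotypes did not overlap, where chance gives 10%. The genes with an adjusted p under 0.05 all kept their direction in every treatment, and 1209 of them did not overlap, but they were selected for a small spread over the treatments. Their median absolute log2 fold change was 1.75 in control, 1.80 under rotifers and 1.88 under low nitrogen.

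**Figure D2:**
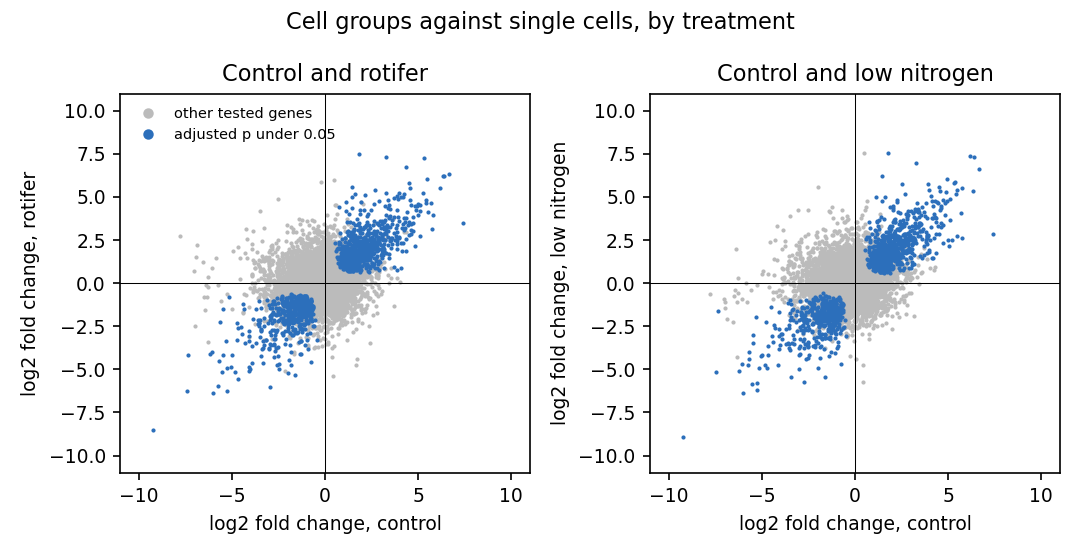
Log2 fold change of cell groups against single cells in control (horizontal axis) against that under rotifers (left) and under low nitrogen (right), with 1 point per tested gene. Blue points are the genes with an adjusted p under 0.05 and grey points the other tested genes, and the Pearson r over all points is 0.457 on the left and 0.466 on the right.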

The conserved transcriptome of single cell versus cell group and the experimental set-up we used to measure all the phenotypes (i.e., after >20 generations in a common environment) support that the phenotypic changes were heritable, although we currently cannot distinguish between epi-genetic and genetic changes. The evolution of heritable growth in groups in response to predation has been observed in previous studies with *C. reinhardtii*^6,13^ and other green-algae^10^. Cell group formation in response to predation has been observed in some other studies as a phenotypically induced responses^19,21^ rather than a heritable phenotype. The underlying process for cell group formation could account for the differing observations between ours and other studies. While cell groups in the present study are the result of growth in groups where the daughter cells fail to separate after cell division (Fig. S2), in other studies cells actively aggregated for the formation of the group of cells^19,39^.

**Fig. 3:**
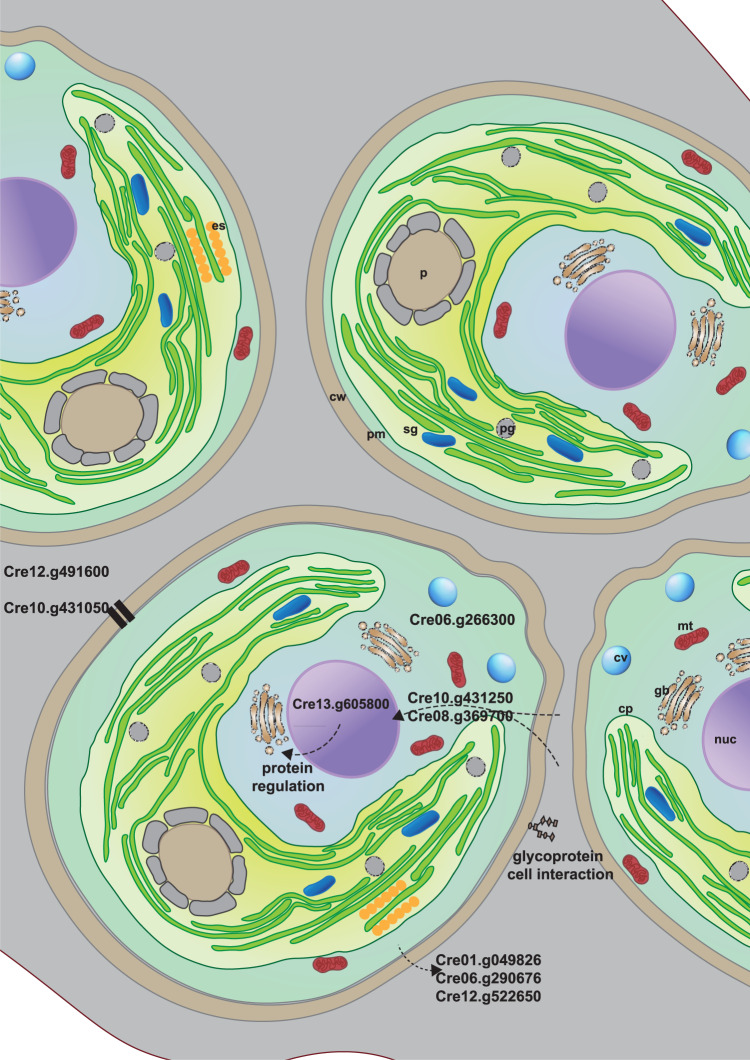
Graphical model of genomic changes in cell clusters. Cells of cell cluster are embedded in an extracellular matrix (gray), which keeps cells together after cell divisions. Processes that are affected by genomic changes observed only in cell clusters are described for the cell at the bottom left. Cell organelles are indicated in the other cells: cw: cell wall, pm: plasma membrane, sg: starch granule, p: pyrenoid, mt: mitochondria, cv: contractile vacuole, cp: chloroplast, gb: golgi body, nuc: nucleus, es: eyespot.

The genomic changes involved in the initial step of growth in cell groups are mostly unknown but could provide important insights into the evolutionary route to cell groups and the trade-off between survival and reproduction. In our study we only addressed genetic, but not epi-genetic, changes. However, we only focused on changes that were shared within, but not between, single cells or cell groups, to identify patterns that were independent of the specific initial genotype in the selection experiment. Previous work using comparative genomics suggests that changes in genes involved in cell cycle regulation and synchronization are associated with the evolution of multicellularity^40^. These observations were supported by an experimental evolution study showing significant changes in gene expression in genes related to cell cycle regulation^32^. Other experimental evolution studies identified mutations in genes associated with the lack of separation of daughter cells^41,42^ and thus the genomic changes associated with increases in cell group size. We found a large number of shared sequence variants (SNPs) across cell groups indicating that the changes are involved in survival, i.e., growth in cell groups. These SNPs were in the gene *DUF3707*, a prominent gene of the family of pherophorins and genes that regulate *DUF3707* expression, as well as the excretion of pherophorine (Fig. 3). The pherophorine gene family has been suggested to play a major role in the evolution of multicellularity and the expansion of the extracellular matrix in the volvocine algae^43^. Other repeated genomic changes that distinguish an evolved group from evolved single cells in our study are likely involved in mitigating the consequences of growth in cell groups. These include certain metabolism processes and regulative control of cellular processes. These identified changes might facilitate synchronized performance of cells within a group by altering signaling and the corresponding cascades as information signals coming from outside of the cell group might need more enhancer as signals have to pass the extracellular matrix and the cells. Metabolic changes include response to changes in CO_2_ levels, which might indicate alteration of light intensity within cell groups, and responses in genes involved in nutrient uptake and cytosolic viscosity. Changes in cell communication have also been linked to the synchronization of the cell cyclce^44^ and differentiation of cells within groups^45^. Whether the genomic changes we attribute to cell–cell communication would support the transition to cell synchronization and differentiation requires additional experimental tests. Nevertheless, the genomic changes observed in the cell groups suggest that cells of cell groups evolved to compensate some of the consequences of growth in cell groups that affect growth rates.

Other selection pressures for cell groups that could lead to selection of cell groups are environmental stress^46^ and more efficient nutrient usage^41,47^. Cell groups and palmelloid formation in *C. reinhardtii* can for example be induced by organic acids^48^ or salt stress^49^. We cannot exclude that some of these other selection pressures might have been (temporarily) present in our study, as we also observed the evolution of cell groups in the absence of the predators, although to a significantly lower degree and in only four out of ten *C. reinhardtii* isogenic lines. Several studies have shown that selection on single-celled organisms by predators with gape size limitation can lead to the evolution of cell groups. Another evolutionary outcome in response to predation are post-ingestion defenses, which lower the probability of digestion by the predator. For example, green-algae evolve to grow thicker cell walls^50^ or to increase the production of mucilaginous layers surrounding the algal cell^51,52^.

We present experimental results showing that the single-celled *C. reinhardtii* evolves growing in cell groups with a stronger convex survival and reproduction trade-off curve when exposed to continuous predation selection compared to selection without the predator present. The evolved cell groups had unique variants involved in keeping cells together after cell division, suggesting a consistent selective response on the genome level. This fairly high degree of repeatability and the small number of generations suggest some degree of determinism for the phenotypic and genomic response in *C. reinhardtii* to predation pressure.

## Methods

### Selection experiment

We set up a selection experiment using 10 strains from the *Chlamydomonas* culture collection (Table S1) by exposing them to predation. Strains were grown individually in liquid media for 10 days and split into two 50 ml tissue culture flasks containing COOL media^53^ with 160 μM of nitrogen. We added a small number of rotifers to one flask per strain (*predation* treatment) and not to the other flask (*control* treatment). We used a facultative asexual clonal line of the rotifer *Brachionus calyciflorus* from stock-cultures (to minimize the possibility for adaptation in the predator population), washed and starved for 24 h before adding to the selection flasks. The rotifer stock culture is derived from an isolate from Milwaukee harbor, Wisconsin^54^ and maintained on *Monoraphidium minutum*. We grew the cultures for six months, replacing ~50% of the culture with fresh medium every 7–10 days without controlling rotifer and algae densities. Cultures were kept at 25 °C in indirect, constant light and static conditions. The number of generations was estimated using a doubling time of 0.4 days (~9 h) and the number of days of the selection experiment. This calculation is based on optimal growth conditions as exact conditions in the selection experiments are not known (changes in nutrient concentrations over time due to consumption by the algal cells and bacteria, as well as recycling of nutrients through rotifer and bacterial excretion).

### Isolation, growth rate, and morphotype classification

At the end of the experiment, we plated algae on COOL800 ANC 2% agar plates (800 μM nitrogen containing 100 μg/ml ampicillin, 50 μg/ml neomycin, 75 μg/ml cefotaxime). From these we randomly isolated 12 colonies from the plates for further analyses (hereafter clones). As some colonies did not grow in liquid after isolation for unknown reasons, the number of clones further analyzed differed between strains and selection treatment, with 8–12 clones per strain and selection treatment. Morphology was determined after growing the clones for 3 days in liquid medium (160 μM of nitrogen) under the microscope. Clones were classified into six different morphotypes: non-motile single cells, some motile single cells, majority motile single cells, cell clusters with no single cells, cell clusters with non-motile single cells and cell clusters with motile single cells. Cells were considered motile when they were actively swimming during microscopic observations. In addition, growth rates of evolved clones and the corresponding rotifer growth rates were measured separately. Algal clones were grown with a fixed rotifer population for 3 days in liquid medium (160 μM of nitrogen) and their OD (at a wavelength of 600 nm, 9 sites per well on a Tecan Infinite 200 Pro microplate reader) measured throughout. Then we calculated their growth rates using Malthusian growth parameters^55^. Furthermore, rotifer populations were grown in a similar setup with an evolved algal clone at a fixed initial density of 200,000 cells/ml, rotifers were counted using a stereoscope and their growth rate calculated using Malthusian growth parameters. For the comparison of rotifer and algal growth rates of the isolates we used mixed effect models with strain as random effect and clone morphology (single cells or cell groups) as fixed effects to account for higher relatedness between isolates that were started from the same initial line. We used the package lmerTest^56^ in the R environment.

### Sequencing

To identify potential candidate genes involved in cell groups, we sequenced whole genomes of nine pairs of clones from *predation* and *no-predation* selection experiment. For sequencing, we inoculated 75 ml of COOL800 medium from a single colony of each isolate and let the algae grew under standardized and constant conditions for 10 days (25 °C in indirect, constant light with shaking). Algae were harvested by centrifugation and pellets were transferred to −80 °C before DNA extraction. DNA was extracted using CTAB-based method without cell disruption and treated with RNase from Qiagen®^57^. We prepared the libraries for sequencing (2x150bp) using the Nextera DNA Library Preparation Kit from Illumina® and sequenced using the NextSeq Illumina platform.

### Sequence data analyses

Quality filtering (cutoff of Q20) and adaptor trimming of raw data was performed in CLC Genomicsworkbench V9 (Qiagen Bioinformatics), and any reads <100 bp were discarded. All orphan (not paired) reads were also discarded. The successfully paired reads (PE) were retained after quality control and duplicate elimination (~1%) and processed further. First, PE data were assembled using the assembly pipeline in CLC Genomicworkbench using standard parameters (wordsize = automatic (ranged between 21 and 23), bubble size = automatic (estimated = 50)) and results are summarized in Table S2.

For the variant analyses, the resulting assemblies have been local realigned using the read track mode. As a reference, we used the *C. reinhardtii*_281 genome V5.0 with its annotations V5.5. Variant analyses were done within the resequencing analyses of CLC using the fixed ploidy and a sequence error model with parameters estimated from the data. Settings have been required variant analyses probability 90% minimum coverage of 10 and a minimum frequency of 20% with a significance of 1.0. Analyzing the fixed variants unique for the control versus grazed strains was conducted by first grouping variant-read-tracks files of the grazed experiments (S1, S3, S5, S7, S9, S11, S13, S15, S17) as well as those for the control set (S2, S4, S6, S8, S10, S12, S14, S6, S18), and unique variants of the grazed and control genomes have been extracted. The unique set of variants were annotated by filter based on overlaps against the *C. reinhardtii* annotation files V5.5. Functional consequences were extracted under resequencing analyses, and the functional consequences option for amino-acid changes in the CLC work package and functional annotations were added using phytozyme^58^.

### Chemostat experiment and transcriptome analysis

We picked one-pair of *cell group* and *single cell* isolate and inoculated them to 18 chemostats in COOL80 medium. After 10 days we either added rotifers (rotifer treatment), switched the resource supply to lower nitrogen concentration (low-nitrogen treatment; 40 μM nitrogen) or kept the algae as they were (control treatment), each treatment was replicated three times. After 5 additional days we harvested the algae from the chemostats. We compared the algae from the chemostats by measuring cell group sizes (number of cells per group), percentage of cell group, and overall population sizes for the three treatments (Fig. S3). Simultaneously, the harvested algae were prepared for total RNA extraction with RNeasy Plant Mini Kit from Qiagen® for RNA-Seq analysis. We pooled the RNA extracted by treatment and RNA-sequenced it using Illumina HiSeq (2x150bp). We used isolates from the selection lines that were started with cc1009 (“wildtype”) and an isolate growing as cell groups with no single cells from the predation line, and a single cell isolate from the non-predation line.

We mapped the high-quality reads identified by FastQC^59^, to *Chlamydomonas* version 5.0 reference genome^33^ using hisat2 software^60^, on average 9.7 million reads were mapped per sample. For samples from rotifer predation treatment there was potential contamination, identified by the relative higher percentage of reads that did not map to the *Chlamydomonas* genome (~40%), the other samples mapped similarly (~75%), while only a minority of reads mapped more than two times to the reference genome. 

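The deposited count table lists 17741 genes, of which 871 had no count in any library and 16870 had at least 1. A single count over all libraries was recorded for 342 genes, and the remaining 16528 genes with at least 2 counts are those in the authors' normalized table. A filter of at least 10 counts in every library left 12316 genes. The number of genes with at least 1 count in a library ran from 15524 in the rotifer library of single cells to 16104 in the low-nitrogen library of cell groups. The counts on genes averaged 7406764 per library, and the 10 most counted genes held from 6.30% to 8.60% of a library's counts.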

Our gene list was comprised of 16,707 genes, we used HTSeq^61^ to count the reads per gene, and DESeq2^62^ to normalize the read counts of every sample by estimation of size factors and estimation of dispersion, which normalized the depth and dispersion parameters of every sample so to make the samples comparable (Tables S1 and S2). We used the normalized read counts to verify the correlations between our strain-environment combinations, and to create a multi-dimensional scaling (MDS) analysis based on Euclidean distances. We used Spearman correlation method because it better preserves the relative rank relationships between samples and is less influenced by skewness and outliers. We compared samples based on clones and treatments by estimating the log fold change of every gene and the corresponding *P*-value adjusted for multiple comparisons.

## Supplementary information

Supplementary Information

Transparent Peer Review File

Description of Additional Supplementary Data

Supplementary Data 1

Supplementary Data 2

## Data Availability

The RNA-seq data generated in this study have been deposited in the GEO database under accession code GSE166685. The raw and normalized read count tables regarding the RNA-seq data are provided as Supplementary Information in the GEO database under accession code GSE166685. Source data are provided as a Source Data file (Figs. 1, 2, S2, S3). The DNA sequence data generated in this study have been deposited in the NCBI database under the accession code GSE166685. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: The evolution of convex trade-offs enables the transition towards multicellularity
**Source:** Nat Commun. 2021 Jul 9;12:4222. doi: 10.1038/s41467-021-24503-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Data

Headings Supplementary Data.

**Supplementary Data 1:** List of differentially expressed genes in Herron et al.^1^ and the present study.

**Supplementary Data 2:** Shared variants within morphotype groups from genome analyses (single cells, cell groups).

How the deposited data were processed for this re-analysis (not part of the article)

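Gene expression was measured by RNA-seq in 6 libraries, 1 for each of 2 morphotypes (single cells and cell groups) in each of 3 treatments (control, rotifer and low nitrogen). According to the paper's methods, each library pooled the RNA of 3 chemostats. Whether the chemostats numbered 18, as the methods state, or 9, as the sample records state, was left open, since it changes no library. The library conditions were taken from the sample records, and treatment times and nitrogen concentrations from the methods.

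The authors kept the reads that passed FastQC, mapped them with hisat2 to version 5.0 of the Chlamydomonas genome, counted them per gene with HTSeq and deposited the counts, which are whole numbers without normalization. The paper's text does not name the versions of these tools or the strand setting of the counting. The authors also deposited a table of values normalized with DESeq2 on a log scale, which range from -1.52 to 16.5, and a table of the log2 fold changes and adjusted p-values of their own comparisons. Both deposited tables of values per library hold columns of means beside the libraries, of which those over each morphotype were compared with the means computed from the libraries and the others were not used. The counts were the basis of all comparisons. The authors' normalized values were used only for an alternative computation of rho, and the deposited fold changes only beside the values computed here.

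Library totals ran from 5453218 to 9054895 counts, with a mean of 7406764. The paper's average number of mapped reads per sample is another measure, since these counts cover only reads assigned to genes. A floor of 3 counts corresponded to 0.331 CPM in the largest library and 0.550 CPM in the smallest, and floors cover counting error only.

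Differences in expression were tested with limma 3.58.1 in R 4.3.3 on the log2 of CPM plus 0.5, with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method. The scaling factors were trimmed means of M-values, trimming 30% of the M values and 5% of the A values at each end. Genes were tested when they reached 1.30 CPM (10 counts in a library of median size) in at least 3 libraries and 15 counts in total. This test replaced the one set before the data were examined. The quasi-likelihood test of edgeR, set as the main test, was not run, nor were the alternatives with the Wald test and the variance stabilizing transformation of DESeq2. The reason is technical. A code check of file formats could not read the semicolon-separated deposited tables with decimal commas, so they were not registered as counts and tools that model counts were not used, although the values are counts. The paper's own test with DESeq2 was therefore not repeated. The limma fit and its pseudocount were chosen after the tables had been opened. The other comparisons, the filter, the scaling, the lists of genes and the rule for naming genes were fixed before the data were examined, as were the alternatives other than those that the closing section names as chosen after seeing the data.

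The morphotypes were compared with treatment as a covariate, as the paper's batch correction states, and without it. The treatments were compared over all 6 libraries, without a covariate and with morphotype as one. Spearman's rho between libraries was computed over all genes, Euclidean distances and classical MDS on the log2 of the normalized count plus 1, and the spread over treatments on log2(CPM + 1). Their tests are exact permutations of the libraries, 20 assignments or 10 splits, for which the smallest possible p is 0.1. For rho and the spread, the assignments other than the real split mix the morphotypes. Those p therefore do not test the variability over treatments alone. The list of genes with variants and the list shared with the earlier study came from the paper's supplementary tables, and the 40 genes of Fig. 2e were read by eye from the figure. Random lists were drawn 10000 times, matched on mean expression in 50 bins. The genes named are those the paper names and those with the largest log2 fold change in each direction among genes with an adjusted p under 0.05 and the same direction in every treatment. The rule gave 5 per direction, of which 2 per direction are printed, and it also took the genes with the lowest adjusted p in the authors' deposited comparisons, which are not printed, because the gene table used here does not pair the identifiers with gene names. That table served only for gene order and length, and covered 17738 of the genes in the count table. Gene families were not analysed here for the same reason, and pathway enrichment was not analysed here.

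The fit was tested on simulated counts of 14318 genes with 199 genes changed 4-fold at a dispersion of 0.05. With treatment as a covariate it recovered 197 of them with 8 false calls among 205, and without it 198 with 10 false calls among 208, all in the right direction. Data simulated without any change gave 0 calls. The simulated libraries of a morphotype were replicates without effects of treatments, with the same dispersion for every gene. These numbers therefore do not give the power or the error rate in the real libraries.

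The alternatives tried were median-of-ratios and upper quartile scaling, other filters on low counts, counts thinned to the smallest library, other pseudocounts and thresholds, weights from voom, other covariates the omission of each library in turn and, for the spread, the omission of a treatment in both morphotypes.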

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

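The test in this part was chosen only after the result was seen.

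Cre09.g397850, a gene in the list of variants shared by the cell group isolates, differed between morphotypes in opposite directions in different treatments. It had 112, 507 and 72 counts in single cells and 261, 135 and 180 in cell groups under control, rotifer and low nitrogen. The log2 fold change of cell groups against single cells was 1.55 in control, -1.79 under rotifers and 1.31 under low nitrogen, so that the highest and the lowest differed by 3.34. The search covered the genes of this list, with a minimum of 2-fold in both directions that was set for this purpose. The difference between treatments was not tested, since each value rests on 1 library per morphotype and treatment. Across treatments the adjusted p of the gene's difference between morphotypes was 0.768. A difference in depth was weighed first, because the rotifer libraries were the smallest. After thinning every library to the smallest total the range was 3.27, so depth does not account for it. Reads shared with similar genes, reads from rotifers and variation between single libraries were not tested for this gene. A response to rotifers that differs between the isolates could give this pattern, but it cannot be told apart from these technical explanations.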

How the results depend on the processing

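No test of an explanation was run in this part. The weights from voom, the pseudocounts of 0.1 and 2 in the fits, the authors' normalized table for rho, the omission of a treatment in both morphotypes for the spread and the adjustment over the list alone for the genes of Fig. 2e and for those shared with the earlier study were alternatives chosen after seeing the data. The Wald test and the variance stabilizing transformation of DESeq2 and the gene families were not run. The treatment comparisons were not repeated with a library left out, because this leaves 1 library in a group.

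Over the alternatives, 115 values of the main results stayed within their limits, 24 moved and 1 reversed. For the comparison of morphotypes with treatment as a covariate, an adjusted p under 0.01 gave 366 genes in place of 1246, and the 6 fits that each left out one library gave from 299 to 2233. Without the covariate the numbers were 400 genes, and from 404 to 1656. With the covariate, leaving out either library of a treatment removes that treatment from the contrast between morphotypes. Those 6 fits are therefore not 6 separate checks, and their effects belong to treatments rather than to single libraries. The other alternatives gave from 890 to 1237 genes with the covariate and from 914 to 1246 without it. Of the 1246 genes, 1209 were also called with median-of-ratios scaling, 1170 with upper quartile scaling and 847 with all genes that had at least 1 count. The share of called genes that were higher in cell groups was 62.0%, and 57.0% with upper quartile scaling. With a library left out it ran from 51.9% without the control library of cell groups to 70.9% without the rotifer library of single cells. The treatment comparisons gave 0 genes under every alternative tried, with from 251 to 1137 genes at an unadjusted p under 0.05 in the fits over all 6 libraries. Of these, only the fits with morphotype as a covariate had more such genes than chance alone would give. The simulated data showed that this sample size allows calls for changes of 4-fold between groups of 3 replicate libraries without effects of treatments. Groups of 2 and libraries from different treatments were not simulated.

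Among the genes with variants, from 1 to 2 were called when each library was left out in turn. Cre01.g049826 was called in all 15 alternatives, with a log2 fold change from 1.77 to 2.03 and an adjusted p from 0.00211 to 0.0443. The log2 fold change of Cre12.g491600 changed sign in 4 of the fits that left out a library, and ran from -0.27 to 0.52 over the alternatives (-0.02 and -0.25 without the rotifer or low-nitrogen library of single cells, -0.01 and -0.27 without those of cell groups). These 4 fits amount to leaving out rotifer or low nitrogen from the contrast, each done with either library. Of the genes of Fig. 2e, 1 was called without the treatment covariate, 24 with p-values adjusted over the list alone, and from 3 to 21 with a library left out. Of the genes shared with the earlier study, from 47 to 120 were called with a library left out.

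The difference in mean rho between cell groups and single cells was positive under all alternatives, from 0.00680 to 0.0675, and 0.0152 on the authors' normalized table. With a library left out, the means rest on unlike sets of treatments. For rotifer and low nitrogen alone in both morphotypes the difference was 2.83e-05. The separation in distance was positive in all alternatives, from 30.4 to 52.4 on the log scale. The ratio of the spread in single cells to that in cell groups was from 1.39 to 1.41 under the alternatives with all libraries and from 0.950 to 1.86 with a library left out. It reversed, to 0.950, without the control library of single cells. These fits set an SD over 2 libraries against an SD over 3, and the ratio fell with each single cell library left out and rose with each cell group library left out, so the reversal shows nothing about the spread by itself. With a treatment omitted in both morphotypes the ratio was 1.10 without control, 1.41 without rotifer and 1.75 without low nitrogen, above 1 each time and smallest without control. The correlation of the rotifer effect between morphotypes was 0.0960 with a pseudocount of 0.1 and 0.169 for genes with at least 10 counts in every library, against 0.118. For these changes the cause was not tested here. Depth limits what can be said of genes such as Cre06.g290676, which had at most 12 counts in a library, and the lack of replicate libraries limits every comparison of treatments within a morphotype.

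Of the named genes' values under the alternatives, 140 kept their direction and their side of the threshold, 4 reversed, 2 became stronger and 1 weaker.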

Differences from the paper's values

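In this part, the adjustment over the list of genes shared with the earlier study was chosen after the data were seen.

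The paper gives 76 differentially expressed genes between cell groups and single cells, batch corrected for the treatments, and 1246 were found here. The paper's 57 upregulated genes stand against 772, and its 19 downregulated genes against 474. Of the alternatives set before the data were examined, none of those that were run closed these gaps. The Wald test of DESeq2, which was among them and is the tool the paper names, was not run, so whether it closes this gap or those below was not tested. The authors' deposited comparison of morphotypes without the treatment batch has 1885 genes with an adjusted p under 0.05, also above 76. It has no treatment covariate, so it does not show what such a fit would give.

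The paper gives 64 downregulated genes among those shared with the earlier study, and 33 had an adjusted p under 0.05 here. None of the alternatives set before the data were examined and run here closed this gap. The counts were 33 with median-of-ratios scaling, 29 with treatment as a covariate and from 14 to 36 with a library left out. An adjustment over the 172 tested genes of the list alone, which was chosen after seeing the data and was not among the alternatives set before, gave 59 lower, and 63 with treatment as a covariate as well, where all 172 were called. The list is the paper's own calls on these data, so this shows no stability.

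For the treatments, Fig. 2c shows about 8 upregulated genes for rotifer against control, read by eye, and 0 were found here, beside 392 genes at an unadjusted p under 0.05. For low nitrogen against control it shows about 14 upregulated and about 4 downregulated genes in Fig. 2c, read by eye, and 0 were found here in either direction, beside 269 genes at an unadjusted p under 0.05. For low nitrogen and rotifer it shows about 1 upregulated gene in Fig. 2c, read by eye, and 0 were found here, beside 276 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined and run here closed these gaps. The numbers of genes at an unadjusted p under 0.05 are fewer than chance alone would give, so they do not point to treatment effects. With morphotype as a covariate they were 1137, 833 and 940.

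The paper states that the genes with variants of interest showed no significant difference in expression between the morphotypes. Here Cre01.g049826 had a log2 fold change of 1.93 (adjusted p = 0.00514 from limma), higher in cell groups in each of the 3 treatments, and was called under all 15 alternatives (adjusted p from 0.00211 to 0.0443). Cre10.g452800 was called only with the control library of either morphotype left out, and both of these fits leave control out of the contrast.

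The legend of Fig. 2e presents its 40 genes as the top differentially expressed genes between the morphotypes. Here 0 of them were among the 40 genes with the lowest p, 26 had an unadjusted p under 0.05, the best rank was 59, and 10 had an adjusted p under 0.05. The number was 1 without the treatment covariate and from 3 to 21 with a library left out.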

Other observations

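Chosen only after the result was seen were the tests on the single control library, on reads from rotifers and on a mislabelled sample for rho, the test on the source of the heat map, and all tests on genes without counts.

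Other ways of dividing the libraries gave fewer genes than the division by morphotype. Of the 4 splits that part the libraries of each treatment, 1 gave as many genes with an adjusted p under 0.05 as the 1246, namely the real one, and the others gave 0. Without a covariate it was 1 of the 10 splits. The real split was also the only 1 of 4 for the genes with variants and for the genes of Fig. 2e, and the only 1 of 10 for the genes shared with the earlier study and for the genes without counts described below. With so few splits a share under 0.05 cannot be reached, so these counts cannot settle whether chance gives as many genes. For the genes shared with the earlier study the count also tests nothing further, since the list was called on the real split.

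The lower rho between treatments in single cells may rest on the control library of this morphotype. Between rotifer and low nitrogen, rho in cell groups exceeded that in single cells by 2.83e-05. A difference in depth was tested by thinning, after which the difference in mean rho was 0.0384. The 10 most counted genes held the lowest share in the control library of single cells, 0.465 percentage points below the range of the other libraries, which goes against a few genes taking most of its counts. Gene length had a Spearman rho of 0.214 across genes with the deviation of this library from the others of its morphotype. This is under the limit of 0.3 set for it, but it does not exclude a part played by gene length. Between control and low nitrogen, neither of which received rotifers, rho in cell groups exceeded that in single cells by 0.0465, so reads from rotifers do not account for it. The highest rho of the control library with another single cell library exceeded its highest with a cell group library by 0.0261, which goes against a mislabelled sample. The pattern is a feature of 1 library. Without a replicate, a technical origin, gene length included, cannot be told apart from a stronger response of single cells to the change from control to both stressors.

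The genes that differed between the morphotypes were more often neighbours on a chromosome than shuffled calls. There were 140 neighbouring pairs called in the same direction, against a median of 58 and a maximum of 88 in 10000 shuffles, so that 100% of the shuffles had fewer. Genomic blocks that differ between the 2 isolates could give this. The same clustering appeared in a contrast that compares libraries of the same isolates. Among as many genes with the largest change between rotifer and control there were 141 such pairs, against 160 for the largest change between morphotypes and at most 91 in shuffles. Clustering above that of shuffled genes therefore also occurs without a contrast of isolates, and the difference between 160 and 141 was not tested.

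Genes without any count in one morphotype and with at least 10 counts in every library of the other numbered 10, of which 3 lacked counts in single cells and 7 in cell groups. At least 100 counts in every library of the other morphotype were found for 4 of them. After thinning, a test of library depth, 10% of the genes no longer met this rule. Thinning cannot raise a count of 0, so thinning does not tell whether library depth gave the genes without counts. Totals in control, rotifer and low nitrogen were 7881116, 5453218 and 7475062 for cell groups, against 9054895, 6275095 and 8301199 for single cells. The 3 genes without counts in single cells thus lacked them in the larger libraries, which argues against depth for them. Totals this close also argue against depth for the 4 genes with at least 100 counts in every library of the other morphotype. For the other genes depth stays open. Genomic blocks that differ between the 2 isolates were tested by gene order. There were 2 neighbouring pairs among the genes, and 100% of the shuffles had fewer, with a maximum of 1. Since genes that changed between rotifer and control also clustered above their shuffles, this does not by itself point to blocks that differ between the isolates. No sequence was analysed here.

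The deposited morphotype comparison with the treatment batch may hold another coefficient than its name says. Across 10764 genes with a mean of at least 50 counts, the log2 fold changes of that column in the authors' deposited table had a Pearson r of 0.980 with the rotifer against control coefficient of the fit with both factors. With the morphotype coefficient r was 0.0201. The column without batch had an r of 0.976 with the morphotype coefficient. The expectation was written before r was computed, but after the columns had been compared in Supplementary Data 1. The authors' deposited table has 72 genes with an adjusted p under 0.05 in the batch column, 4 higher and 68 lower, and 1885 in the column without batch, 1044 higher and 841 lower. Of the latter, 1828 were tested here and 1195 of these were also called with treatment as a covariate, all in the same direction. Of the 72, 15 were also called here. For all 72, the change from control to rotifer had the sign of the batch column in both morphotypes, whereas the difference between morphotypes had that sign for 48. How the 76 genes of the paper were obtained was not tested.

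The genes of Fig. 2e may have been drawn from the same column. Of the 40 genes 38 were among its 72 called genes and 33 among its 40 lowest adjusted p, while 8 were called in the column without batch. The gene identifiers were read by eye.

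For Cre01.g049826, the authors' deposited table gives a log2 fold change of 1.86 with an adjusted p of 0.000863 in the column without batch, and 0.97 with an adjusted p of 0.314 in the batch column. For Cre10.g452800, the authors' deposited table gives -2.34 with an adjusted p of 0.0106 in the column without batch, and 1.96 with an adjusted p of 0.245 in the batch column. The other 5 genes with variants that the paper names have an adjusted p from 0.521 to 0.953 in the column without batch.

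In the authors' deposited table the columns comparing rotifer with control, low nitrogen with control, and rotifer with low nitrogen have 8, 15 and 1 genes with an adjusted p under 0.05, all with negative log2 fold changes. The log2 fold changes of the column for rotifer and low nitrogen had an r of -0.967 with low nitrogen minus rotifer.

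In the authors' log-scale normalized table, the column of means named for cell groups equals the mean of the single cell libraries for all 16528 genes, and the column named for single cells that of the cell group libraries. In the count table the columns of means match their names for all 17741 genes. The means were not used here.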
